A study of Schizosaccharomyces pombe with 4 samples. Its data were reported in "Genome-wide chromosomal association of Upf1 is linked to Pol II transcription in Schizosaccharomyces pombe" (2021).

How the data were processed

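Chromatin immunoprecipitation (ChIP) followed by hybridisation to genomic tiling arrays was used to locate the RNA helicase Upf1 on the chromosomes of fission yeast (Schizosaccharomyces pombe). Upf1 carried an HA epitope tag and was recovered with an antibody against that tag. The series has 4 arrays. One held immunoprecipitated (IP) DNA of an asynchronous culture, another held IP DNA of a culture synchronised in S phase, and the other 2 held input DNA, that is, chromatin DNA taken before the immunoprecipitation. Per the labels, synchronisation used the cdc25-22 mutation, which stops cells in G2 at the restrictive temperature. That culture was held at 37 °C for 3.5 h and fixed 60 min after release at 25 °C. The labels describe both inputs as untreated, and no separate input for the S-phase culture was used here.

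The authors summarised the probe intensities of each Affymetrix array to a single signal per gene with the Affymetrix statistical algorithm. They scaled the 2 input arrays to a common median, averaged them, and divided the IP signal of each gene by this mean, so the deposited Upf1 values are linear ratios of IP over input. Per the methods, each culture had 2 IP arrays, of which the one of better quality entered the table. The IP arrays had not been scaled to the inputs. The median ratio over genes was 0.774 in the asynchronous column and 0.195 in the S-phase column, so a ratio of 1 does not mark the absence of enrichment. A further column deposited by the authors holds the ratio for RNA polymerase II phosphorylated on Ser5 (Pol II), made in the same way from published arrays with inputs of their own. The last column holds the RNA level, deposited by the authors as a natural log of FPKM + 1 averaged over published RNA-seq libraries. The base of that log was settled from the values: the sum of FPKM times gene length in kb came to 917640 with the natural base, close to the total that FPKM values should give, and to 177503 with base 2. The Pol II and RNA columns are the authors' means over other datasets and carry no error here. The lowest RNA level in the table is 1.46 on this scale, and whether the table was filtered is not stated in the methods. The study's text restricts its correlation with RNA level to the upper 90% of expressed genes, and the listed genes may already be that set. Over all listed genes that rho was 0.377 and 0.417, which rounds to the values quoted from the study below. A further cut to the upper 90% gave 0.391 and 0.420, of which the asynchronous value does not. This argues that the listed genes are that set.

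The table lists 4888 genes without missing values. Identifiers were matched without regard to case to the RefSeq annotation of assembly ASM294v3, which named 4844 of them and left 44 unmatched. The genome build behind the gene signals is not stated, so the annotation served for names, biotypes, gene order, gene length and GC content only, and no coordinates are given. Gene length and GC content had a value for 99.1% of genes. Of the matched genes, 4729 are protein-coding and 20 are pseudogenes, and 132 identifiers belong to non-coding RNA genes. No tRNA or rRNA gene is listed. All per-sample columns of the table were mapped to a sample by their names.

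Each ratio column was converted to log2 and centred on its median over genes, and the log2 ratio of S phase over asynchronous was centred in the same way. The input mean cancels in that last ratio. A gene was counted as enriched when its ratio was at least 1.5-fold above the column median, and as higher or lower in S phase when the centred ratio of the cultures was at least 1.5-fold in that direction. With a single IP array per culture there is no replicate error and no test between cultures was possible. No p-values are given, and genes are not treated as replicates. The number of arrays limits the precision of every value. The standard deviation across genes of the centred difference between cultures, divided by the square root of 2, was 0.24 on the log2 scale. It was taken as the spread between arrays, although it also holds any true difference between the cultures.

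Similarity of profiles was described with Spearman's rho across genes, and partial rho was computed from residuals of ranks. Both Upf1 ratios divide by the same inputs, which by itself makes them resemble each other. Unchanged IPs over shared inputs were therefore simulated 200 times, with equal noise on every array, and mapped by rank to the observed distributions. Gene lists were described by their median and by its percentile among 10000 random lists of the same size drawn from the same 20 bins of RNA level. Genes of the list itself could be drawn too. The lists were histone genes, G1-S genes controlled by the transcription factor MBF, heat-shock genes, glycolysis genes, ribosomal protein genes, Tf2 retrotransposons, non-coding RNA genes, the study's lists of Upf1-enriched genes, and its lists of genes with raised or reduced RNA in cells without upf1. The enriched lists had been chosen on these same cultures and are not independent evidence. Near-identical copies were found with blastn 2.17.0 as alignments elsewhere in the genome of at least 90% identity over at least 50% of a gene. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

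The counting, list and correlation steps were tested on simulated data for the 4888 genes. The simulated noise of each culture was the spread of 0.24 given above, which was taken from the whole observed difference. For S phase over asynchronous, 87.0% of 200 genes changed by 1 log2 unit were recovered at 1.5-fold. Of unchanged genes 4.33% also passed, which follows from that spread and is not an error rate. In the data 3.78% of genes were higher in S phase, so this simulation cannot tell them from noise. A planted list of 18 genes raised by 0.4 reached a percentile of 100, and 6.5% of 200 random lists fell outside the middle 95%.

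The named genes were a list fixed in advance, most of which the study's text discusses (cpy1 and pfl2 are not mentioned there), together with the 5 genes of largest ratio in each comparison. The counts, correlations, lists and this rule were fixed before the data were examined. Separate signals of the IP and input arrays were not used here. The planned limma comparison of Upf1 with input arrays, the checks against each input singly and the filter of named genes on signal were therefore not made, and random lists were matched on RNA level in place of input signal. Alternatives fixed in advance that could be run were a 2-fold threshold, uncentred ratios, protein-coding genes alone, omission of repeats (Tf2 elements and the outermost 20 listed genes of each chromosome end), and the upper 90% of listed genes by RNA level, which narrows the set further if the table was already restricted. Alternatives chosen after seeing the data were omission of the 20% of genes with the lowest RNA level, removal of the GC trend over 20 bins, scaling of S-phase ratios to the asynchronous spread, omission of genes with a near-identical copy, centring on the 25% of genes with the lowest Pol II ratio, and random lists matched on Pol II ratio. The labels give the asynchronous IP and one input a shared date and the S-phase IP a different one, so culture and array batch cannot be told apart.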

Results

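Upf1 association was measured by ChIP-chip in an asynchronous and an S-phase culture of S. pombe, with 1 IP array for each culture and 2 input arrays shared by both. The values are IP over input ratios for 4888 genes. No comparison had replicates, so differences between cultures are described and not tested. Before centring, the asynchronous ratios ran from 0.224 to 2.14, with quartiles of 0.678 and 0.895. The S-phase ratios were lower and ran from 0.0367 to 0.815, with quartiles of 0.163 and 0.238. The medians differed 3.97-fold between the columns, which were not scaled to each other, so all further values are log2 ratios relative to the median gene of their column unless stated. The S-phase ratios were more spread, with a standard deviation across genes of 0.48 against 0.34 in the asynchronous culture.

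The first question was which genes are associated with Upf1 in each culture. In the asynchronous culture 251 genes (5.14%) lay at least 1.5-fold above the median gene. In S phase there were 546 such genes (11.2%). A fall of the same size was seen at 164 genes in the asynchronous culture and at 389 in S phase, so the tails were wider on both sides in S phase. The counts depended strongly on the threshold and on the centring. At 2-fold, 24 genes passed in the asynchronous culture and 145 in S phase. With the ratios as deposited, 31 genes reached 1.5 in the asynchronous culture and 0 in S phase. After the S-phase ratios were scaled to the spread of the asynchronous ratios, 265 genes passed in S phase.

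The profiles of both cultures were similar. Spearman's rho across genes was 0.694, and it was 0.695, 0.700 and 0.688 on chromosomes I, II and III. Because the ratios share their inputs, simulated IPs with no enrichment gave a median rho of 0.320, with a range from 0.276 to 0.352 over 200 simulations. A total of 164 genes passed 1.5-fold in both cultures, which is 65.3% of the asynchronous and 30.0% of the S-phase genes. Independent calls would share 28.0 genes, and the simulated IPs shared a median of 73 genes, with a range from 49 to 93. The simulation assumes equal noise on all arrays. Input noise would need a variance 2.20 times that of an IP array, against 0.5 with equal arrays, to give the observed Pearson r of 0.687 by itself. Of the alternatives, removal of the GC trend changed rho most, to 0.585.

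The S-phase and asynchronous arrays were next set against each other, a ratio in which the inputs cancel. At least 1.5-fold differences were found at 185 genes higher in S phase (3.78%) and 197 genes lower in S phase (4.03%), so 48.4% of the changed genes were higher. This split follows from centring. With the ratios as deposited 1 gene was higher and 4878 were lower, which puts 0.0205% on the higher side. When the columns were centred on the 25% of genes with the lowest Pol II ratio, 285 genes were higher and 130 lower, or 68.7% on the higher side. How many of these differences are array noise is not known with 1 array per culture. Short genes contributed more than their share. The standard deviation of the difference between cultures was 0.51 in the shortest 10% of genes and 0.27 in the longest 10%. The shortest 10% held 25.0% of the genes lower in S phase and 21.0% of those higher.

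Whether Upf1 association follows transcription was examined against the authors' Ser5 Pol II ratios and RNA levels. Across genes, which are not independent replicates, rho between Upf1 and Pol II was 0.559 in the asynchronous culture and 0.579 in S phase. With the RNA level, rho was 0.377 in the asynchronous culture and 0.417 in S phase. These 4 relations and the one between cultures were the correlations planned. On single chromosomes, rho with Pol II lay between 0.561 and 0.575 in the asynchronous culture and between 0.586 and 0.611 in S phase. Both Upf1 columns also rose with the GC content of the gene, with rho of 0.545 and 0.499 in the asynchronous and S-phase culture, and Pol II did so with rho of 0.404. Removal of the GC trend was the alternative that lowered the relations most. The values then were 0.451 and 0.483 with Pol II and 0.266 and 0.323 with the RNA level, asynchronous value first. At a given Pol II ratio, the partial rho with RNA level was 0.0736 in the asynchronous culture and 0.118 in S phase. At a given RNA level, the partial rho with Pol II was 0.450 and 0.454.

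Genes were also sorted into classes by their Pol II ratio. In the 10% of genes with the lowest Pol II ratio the median Upf1 ratio was −0.22 in the asynchronous culture and −0.31 in S phase. In the 10% with the highest ratio it was 0.43 and 0.68. Among the latter 144 genes (29.5%) passed 1.5-fold in the asynchronous culture and 303 (62.1%) in S phase. The difference between the cultures itself increased with Pol II, with rho of 0.279. The wider spread of the S-phase ratios could by itself raise this rho and the S-phase calls at high Pol II. Neither was computed again after scaling of the S-phase ratios, which lowered the S-phase calls over all genes from 546 to 265. Of the 360 genes at least 2-fold above the Pol II median, 9 were below the median Upf1 ratio in both cultures. Of the 164 genes that passed in both cultures, 8 had a Pol II ratio below the median.

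**Figure D1:**
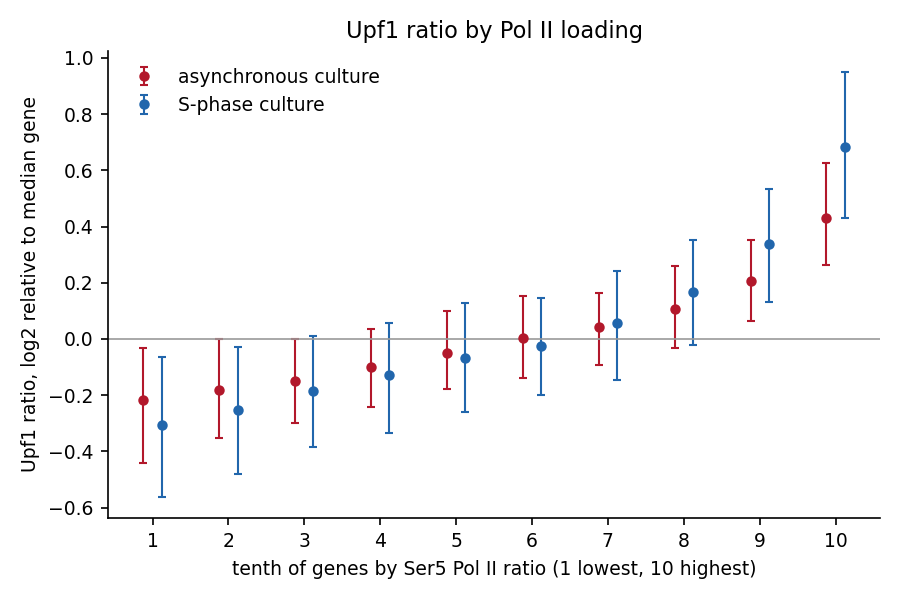
Median Upf1 ratio (log2 relative to the median gene, vertical axis) of genes sorted into 10 classes of equal size by their Ser5 Pol II ratio (horizontal axis), for the asynchronous (red) and S-phase (blue) IP array. Points are medians over 488 or 489 genes and bars run from the lower to the upper quartile across genes, not across replicates. The medians rise from −0.22 to 0.43 in the asynchronous culture and from −0.31 to 0.68 in S phase.

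Gene lists were then compared with random lists matched on RNA level. The 14 glycolysis genes were the most strongly associated list, with a median of 1.07 in the asynchronous culture and 1.57 in S phase, both at a percentile of 100. The largest movement of a list median came from removal of the GC trend, which left this list at 0.60 and 0.96. The 139 ribosomal protein genes had a median Pol II ratio of 1.48, close to the 1.47 of glycolysis genes, and their Upf1 medians were 0.52 and 0.67. Against lists matched on RNA level these medians lay at percentiles of 99.9 and 19.1. Against lists matched on Pol II ratio the medians lay at 92.0 and 0.155. Ribosomal protein genes could themselves be drawn, which brings the random medians closer to those of the list. The place of this list depended on the matching. Its median difference between the cultures, 0.15, became −0.021 when the S-phase ratios were scaled to the asynchronous spread.

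Lists tied to the cell cycle differed between the cultures. The 18 MBF targets had a median of −0.050 in the asynchronous culture and 0.39 in S phase. Their percentiles were 35.1 and 100, and all 18 were higher in S phase than in the asynchronous culture, by a median of 0.38. The asynchronous value turned to 0.14 with centring on the genes of lowest Pol II. The 9 histone genes had medians of 0.54 and 1.12, and 8 of them were higher in S phase, with a median difference of 0.59 at a percentile of 99.9. Scaling of the S-phase ratios reduced this difference to 0.32. The 16 heat-shock genes had medians of 0.30 and 0.20, at percentiles of 69.6 and 5.80. The median of their differences between cultures was 0.061 at a percentile of 20.2, and it fell below 0 when the GC trend was removed or the S-phase ratios were scaled.

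For the lists taken from the study, 345 of the genes called enriched in the asynchronous culture were listed. Their medians were 0.60 in the asynchronous culture and 0.52 in S phase, and 181 of them passed 1.5-fold in the asynchronous culture. Of the list for S phase, 419 genes were listed, with medians of 0.37 and 0.70, and 239 passed 1.5-fold in S phase. All of these medians lay at a percentile of 100. The 360 listed genes with raised RNA in cells without upf1 had medians of −0.019 and −0.013, at percentiles of 86.0 and 96.5, and both became positive with centring on the genes of lowest Pol II. The 151 listed genes with reduced RNA had medians of 0.16 and 0.17, at percentiles of 100 and 99.9. Non-coding RNA genes (132) had medians of −0.12 and −0.32, at percentiles of 1.39 and 0. The asynchronous median of this list turned positive with that centring (0.069) and without the 20% of genes of lowest RNA level (0.087). Of 13 Tf2 elements 3 were listed, which have near-identical copies and may share hybridisation signal. Their medians were −0.062 and −0.53. The former was 0.10 after removal of the GC trend and 0.13 with centring on the genes of lowest Pol II. The study also found Tf2 enrichment by ChIP-qPCR, which was sensitive to RNase.

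**Figure D2:**
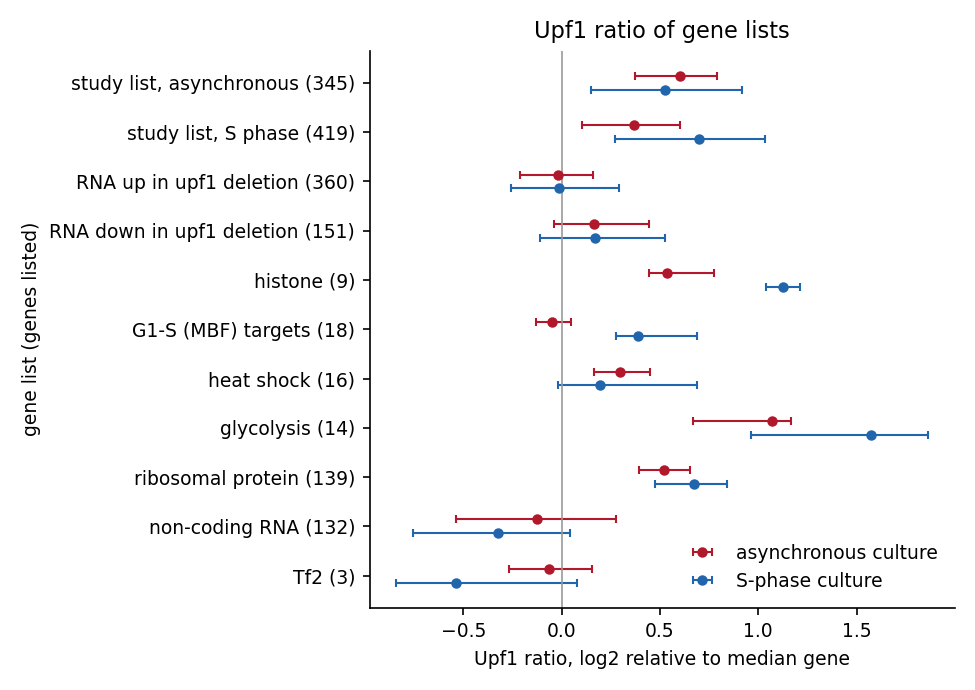
Upf1 ratio (log2 relative to the median gene, horizontal axis) of the gene lists on the vertical axis, with the number of listed genes in brackets, in the asynchronous (red) and S-phase (blue) culture. Points are medians and bars run from the lower to the upper quartile across the genes of a list, not across replicates. Glycolysis genes reach 1.07 and 1.57, and MBF targets lie at −0.050 in the asynchronous culture and 0.39 in S phase.

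Among the genes listed in advance, pma1 had Upf1 ratios of 0.67 in the asynchronous culture and 1.00 in S phase. The values of act1 were 0.95 and 0.93, those of met26 were 0.96 and 1.40, and those of tpi1 were 1.10 and 1.58. The ratios of cpy1 were 1.00 and 0.94, those of pfl2 were 0.73 and 1.08, and those of hta2 were 0.52 and 1.16. For ght5, which has a near-identical copy, they were 0.76 and 0.91. For SPNCRNA.92, which overlaps pma1 and whose probes are not known to be separate, they were 0.94 and 1.58. The ratios of ada2 (0.084 and −0.23) and SPBC609.01 (−0.0029 and −0.13) were close to the median gene or below it. The neighbouring and overlapping genes gpm1 and mug106 differed. The ratios of gpm1 were 1.16 and 1.87, and those of mug106 were 0.43 in the asynchronous culture and −0.45 in S phase, with a Pol II ratio of 1.64 at gpm1 and −0.46 at mug106.

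The 5 highest ratios in the asynchronous culture were those of prl53 (1.47), tdh1 (1.41), knh2 (1.30), rps1802 (1.25) and pil1 (1.24). In S phase they were those of SPAC1705.02 (2.06), adh1 (1.95), fba1 (1.92), eno101 (1.89) and gpm1 (1.87). Of these, tdh1 and rps1802 have near-identical copies, and prl53 overlaps a protein-coding gene. In all, 22 of the 32 named genes overlap another annotated gene, most often a long non-coding RNA, and their ratios are uncertain to the extent that probes were shared. The genes that were lowest in S phase relative to the asynchronous culture were prl24 (−3.03), fex1 (−2.17), loc1 (−2.10), SPAC343.20 (−1.83) and tim11 (−1.80). Of these, fex1 has a near-identical copy, and loc1, SPAC343.20 and tim11 each overlap another protein-coding gene.

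The gene with the highest ratio of S phase over asynchronous was SPNCRNA.120 (2.85), which is 118 bp long. The next 4 lie at the ends of chromosome III. They are SPCP20C8.03 (2.00), SPCC569.03 (1.81), SPCP20C8.02c (1.66) and SPCC569.02c (1.66), all with a near-identical copy. The ends of the chromosomes were therefore compared after these values were seen. The outermost 4 listed genes of the left end of chromosome III had a median of −1.15 in the asynchronous culture and 0.63 in S phase, and those of the right end −0.28 and 1.01. The median differences between cultures were 1.61 and 1.47. Among the 4835 runs of 4 consecutive listed genes, 1 and 4 reached these values, the end itself included. The left end of chromosome I had a median difference of −0.82, the lowest of all 4835 runs. The right end of chromosome I and both ends of chromosome II lay between 0.045 and 0.22.

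**Figure D3:**
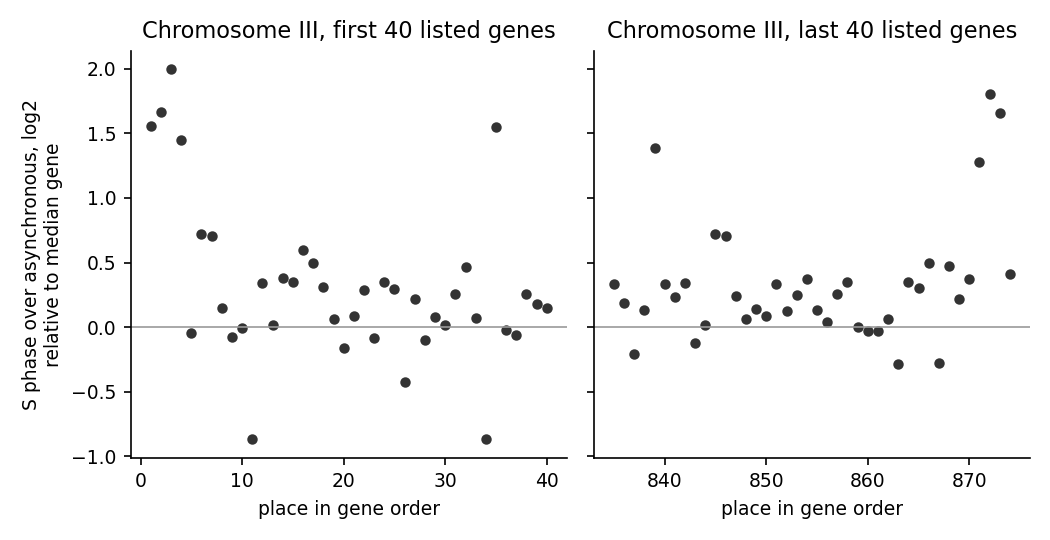
Ratio of S phase over asynchronous (log2 relative to the median gene, vertical axis) of the first and last 40 listed genes of chromosome III in gene order (horizontal axis), where each point is a gene. The 4 outermost genes at the left end have a median of 1.61 and the 4 at the right end a median of 1.47, where the last gene is at 0.41.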

Values the study reported

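The study reported 594 genes enriched for Upf1 over at least 50% of their sequence in asynchronous cultures and 696 in S-phase cultures, called with the MAT software from duplicate experiments. It gave Spearman correlations between Upf1 and Ser5 Pol II ChIP signals of 0.56 in asynchronous and 0.58 in S-phase cells. Against RNA-seq FPKM values, with only the 90% of genes that had the highest expression, the correlations were 0.38 and 0.42.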

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

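Results are listed here because the asynchronous and the S-phase value lay on opposite sides of the median gene. With 1 array per culture these differences were not tested, and many genes near the median meet this condition by chance. The tests of the MBF and histone lists and of the chromosome III ends were chosen after the data were seen.

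The MBF targets had a median of −0.050 in the asynchronous culture and 0.39 in S phase, and the median difference over the 18 genes was 0.38. A wider spread of the S-phase ratios could move lists apart, but after scaling to the asynchronous spread the list still lay at a percentile of 100 among matched lists. Replicated DNA would raise whole regions, but genes 1 or 2 places away from these targets had a median difference of 0.070. For the histone genes, which were positive in both cultures, the corresponding values were a percentile of 99.9 and a neighbour median of 0.053. The shift is consistent with cell cycle dependent association at these genes, as a hypothesis. Culture, arrest at 37 °C, strain and array batch cannot be told apart in this design, and these stay open. The Pol II column has no S-phase value, so higher transcription of these genes in S phase stays open too.

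At the ends of chromosome III, SPCP20C8.03 differed by 2.00, SPCC569.03 by 1.81, SPCP20C8.02c by 1.66 and SPCC569.02c by 1.66, each negative in the asynchronous culture and positive in S phase. Over the 8 outermost genes the median difference was 1.61. After removal of the GC trend it was 1.63, which argues against GC content. The median Pol II ratio of these genes was −0.25 in the authors' column. That column comes from other cultures and has no S-phase value, so a rise of transcription in S phase stays open. The 2 genes without a near-identical copy, SPCC1884.01 and SPCC569.05c, had a median difference of 1.36, so such a copy does not account for them. Shorter or more diverged repeats were not searched for, and these could also share signal. For the 6 genes with a copy, shared hybridisation stays open. The 2 listed genes of highest identity, SPCP20C8.01c and SPCC569.01c, differed from each other by 1.15. The other copy pairs at these ends were closer. SPCC569.02c and SPCP20C8.02c differed by 0.0064, and SPCC569.03 and SPCP20C8.03 by 0.19. Copies of SPCP20C8.01c outside these ends, SPBC337.02c and SPNCRNA.42, differed from it by 1.89 and 1.44. Which probes were assigned to each gene is not known here. A candidate explanation is a difference in DNA copy number of the chromosome ends between the strains or cultures. The next 4 genes inwards at both ends had a median difference of 0.30. At the left end of chromosome I the outermost 4 genes differed in the opposite direction, with a median of −0.82. No input of the S-phase culture was used, so a change in DNA and a change in Upf1 cannot be told apart for these 8 genes.

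The remaining genes with opposite signs were single genes. SPNCRNA.120 differed by 2.85, from −1.35 in the asynchronous culture to 1.51 in S phase. It spans 118 bp, and short genes had the most variable ratios. The falls in S phase were −3.03 at prl24, −2.17 at fex1, −2.10 at loc1, −1.83 at SPAC343.20 and −1.80 at tim11. Those genes were between 0.25 and 0.84 in the asynchronous culture and between −2.19 and −1.48 in S phase. Removal of the GC trend moved the asynchronous value of SPAC343.20 to −0.13, which takes away its opposite sign. The copy of fex1 and the overlapping genes at loc1, SPAC343.20 and tim11 leave the assignment of signal open for these. At mug106 the difference was −0.89, and at ada2 it was −0.32. Both overlap other protein-coding genes, and the asynchronous value of ada2 became −0.082 when the GC trend was removed. No explanation was tested for single genes.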

How the results depend on the processing

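Alternatives on RNA level (other than the planned filter), GC trend, spread, near-identical copies, Pol II centring and Pol II matching were chosen after the data were seen. No paired analysis was possible because each culture had a single IP array. The planned fits on separate array signals were not run, since those signals were not used here: limma with its variants, leaving out single input or Upf1 arrays, the threshold from the inputs, the filter on low signal, quantile and loess normalization, the geometric mean of inputs and an added constant. Counts were taken as moved beyond 1.5 times, rho beyond its standard deviation over chromosomes, and percentiles across a limit of the middle 95%. List medians were taken as moved beyond the standard deviation, over random lists of the same size, of the median difference between cultures divided by the square root of 2. This limit ran from 0.011 for the study's S-phase list to 0.14 for Tf2, and it also holds true differences between cultures. By these limits 128 of the values for counts, correlations and lists moved and 120 stayed. In all, 13 list medians changed sign. None was 1.5-fold or more from the median gene, but 5 came from lists outside the middle 95% of random lists. These 5 were the asynchronous median of non-coding RNA and the difference between cultures for the study's asynchronous list, each without the genes of lowest RNA level and with Pol II centring, and the difference for ribosomal proteins with scaled S-phase ratios. The cause was not tested for the changes below unless it follows from the construction of the alternative.

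With a 2-fold threshold, which is stricter by construction, the counts were 24 in the asynchronous culture, 145 in S phase, 14 in both, 31 higher and 42 lower in S phase. Without centring they were 31, 0, 0, 1 and 4878. The median gene then lay at −0.37 in the asynchronous culture, −2.36 in S phase and −1.98 between them. With centring on the genes of lowest Pol II the counts were 602, 1110, 443, 285 and 130, and the median gene moved to 0.19, 0.26 and 0.089. That shift set asynchronous list medians to 0.79 for the study's asynchronous list, 0.56 for the study's S-phase list, 0.17 for raised RNA, 0.36 for reduced RNA, 0.73 for histones and 0.14 for MBF targets. They were 0.49 for heat shock, 1.27 for glycolysis, 0.72 for ribosomal proteins, 0.069 for non-coding RNA and 0.13 for Tf2. It set those of S phase to 0.78 for the study's asynchronous list, 0.96 for the study's S-phase list, 0.24 for raised RNA, 0.43 for reduced RNA, 1.38 for histones and 0.64 for MBF targets. They were 0.45 for heat shock, 1.83 for glycolysis, 0.93 for ribosomal proteins, −0.067 for non-coding RNA and −0.28 for Tf2. It set those between cultures to 0.064 for the study's asynchronous list, 0.36 for the study's S-phase list, 0.10 for raised RNA, 0.064 for reduced RNA and 0.68 for histones. They were 0.47 for MBF targets, 0.15 for heat shock, 0.58 for glycolysis, 0.24 for ribosomal proteins and −0.077 for non-coding RNA.

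Removal of the GC trend left 160 genes in the asynchronous culture and 85 in both. It set rho to 0.585 between cultures, 0.451 and 0.483 with Pol II and 0.266 and 0.323 with RNA level. Asynchronous list medians became 0.42 for the study's asynchronous list, 0.23 for the study's S-phase list, −0.051 for raised RNA and 0.075 for heat shock. They were 0.60 for glycolysis, 0.17 for ribosomal proteins, −0.021 for non-coding RNA and 0.10 for Tf2. In S phase they became 0.29 for the study's asynchronous list, 0.50 for the study's S-phase list, −0.052 for raised RNA, 1.01 for histones and 0.29 for MBF targets. They were 0.086 for heat shock, 0.96 for glycolysis, 0.17 for ribosomal proteins, −0.20 for non-coding RNA and −0.33 for Tf2. Between cultures they became −0.078 for the study's asynchronous list, 0.25 for the study's S-phase list, −0.019 for heat shock, 0.33 for glycolysis, 0.015 for ribosomal proteins and −0.13 for non-coding RNA.

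Scaling of the S-phase ratios, which narrows them by construction, left 265 genes in S phase, 90 higher and 106 lower. It set S-phase list medians to 0.38 for the study's asynchronous list, 0.51 for the study's S-phase list, 0.12 for reduced RNA, 0.82 for histones and 0.28 for MBF targets. They were 1.15 for glycolysis, 0.49 for ribosomal proteins, −0.24 for non-coding RNA and −0.39 for Tf2. The medians between cultures became −0.14 for the study's asynchronous list, 0.092 for the study's S-phase list, 0.32 for histones, 0.29 for MBF targets and −0.045 for heat shock. They were 0.14 for glycolysis, −0.021 for ribosomal proteins, −0.066 for non-coding RNA and −0.33 for Tf2.

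The Spearman correlation between cultures was 0.701 for protein-coding genes, 0.703 without repeats and 0.704 without the 20% of genes of lowest RNA level. In the upper 90% of listed genes by RNA level, rho with Pol II was 0.590 and 0.597. Without the lowest 20% it was 0.603 and 0.613 and rho of S phase with RNA level was 0.423. Asynchronous list medians were then 0.38 for the study's S-phase list, 0.13 for reduced RNA, 0.50 for ribosomal proteins and 0.087 for non-coding RNA. S-phase medians were 0.54 for the study's asynchronous list, 0.73 for the study's S-phase list, 0.14 for reduced RNA, 0.31 for MBF targets, 0.63 for ribosomal proteins and −0.055 for non-coding RNA. The difference between cultures was 0.0034 for the study's asynchronous list, 0.28 for the study's S-phase list, 0.15 for heat shock and −0.052 for non-coding RNA. Without near-identical copies, rho of S phase with RNA level was 0.408. The asynchronous median was 0.36 for the study's S-phase list. The S-phase median was 0.15 for reduced RNA. The shifts in rho in this paragraph are small in size, and the limit was narrow because the chromosomes were alike.

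Matching of random lists on Pol II moved 4 percentiles: 98.0 for raised RNA in S phase, 1.23 for reduced RNA between cultures, and 92.0 and 0.155 for ribosomal proteins. Of the values of single named genes, 123 moved by more than 0.24 and 280 stayed within it. Signal over background was not known for any gene, which limits most the short genes and those of low RNA level.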

Other observations

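The tests on Pol II, RNA level, ribosomal protein genes and neighbouring genes in this part were chosen after the result was seen. The test on the shared inputs was chosen before.

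The number of genes at least 1.5-fold above the median gene in the asynchronous culture was 251. That is lower than the count of enriched genes quoted from the study above, which rests on enriched regions and not on a ratio per gene. With centring on the genes of lowest Pol II the count here was 602, so which count is lower depends on the centring. The counts have different denominators, since 345 of the genes on that list are among those in the table used here.

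The relation between Upf1 and Pol II was compared with GC content, which both follow. At a given GC content the partial rho was 0.449 in the asynchronous culture and 0.484 in S phase, and it stayed above 0.1 on every chromosome, so GC content alone does not account for the relation. Hybridisation bias of other kinds was not tested. The relation with RNA level may be carried by Pol II loading. Its partial rho at a given Pol II ratio was 0.0736 in the asynchronous culture and 0.118 in S phase, less than 50% of the values without this adjustment. The Pol II values come from the same kind of array as Upf1 and the RNA levels do not, so shared array effects could also favour Pol II in this comparison.

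How far the similarity of the cultures comes from their shared inputs cannot be told apart from shared Upf1 association, as the input signals were not used on their own. Simulated IPs without enrichment gave a rho of 0.320 when all arrays were equally noisy, below the observed 0.694, but noisier inputs could raise it. At a given Pol II ratio and GC content the partial rho between cultures was 0.469.

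In S phase, ribosomal protein genes had less Upf1 than 20 other genes matched on Pol II ratio, by a median log2 difference of −0.23, and 82.7% of them lay below their matched genes. In the asynchronous culture the difference was −0.011. With matching on Pol II and GC content the S-phase difference was −0.37, and for the genes without a near-identical copy it was −0.23. GC content and near-identical copies therefore do not account for it. Gene length stays open. Matching on Pol II and length turned the difference to 0.14, but left ribosomal protein genes 5.47 percentage points richer in GC than the matched genes. Matching on Pol II, GC and length together gave −0.19, with a Pol II ratio still 0.19 higher than in the matched genes. The 14 glycolysis genes all lay above genes matched on Pol II, by a median of 0.38 in the asynchronous culture and 0.51 in S phase, and they were 6.44 percentage points richer in GC than these. The Pol II ratios come from other cultures and have no S-phase value. Lower transcription of ribosomal protein genes in the S-phase culture therefore stays open. No biological explanation was tested for either list.

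The ratio of S phase over asynchronous could hold broad regions of replicated and unreplicated DNA. Its rho between genes 10 places apart was 0.0237, which argues against broad regions as the source of its variation between genes. Between direct neighbours rho was 0.166.

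The gene gpm1 is described in the study, from browser tracks of the asynchronous culture, as having little or no association with Upf1. In the deposited ratios it was among the highest genes of both cultures, at percentiles of 99.8 and 99.9. The overlapping gene mug106, described as associated from the same tracks and also examined there by ChIP-qPCR, lay at percentiles of 89.8 and 13.1. Only the asynchronous percentiles bear on these descriptions, and that of mug106 does not contradict its own. An exchange of the names gpm1 and mug106 throughout the table would also exchange their other columns. There gpm1 lay at a percentile of 98.2 for Pol II and had an RNA level of 7.58 as natural logarithm, and mug106 lay at 17.6 and had 1.85.

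The Pol II ratio of fex1 was 287, and the next highest ratio in that column was 8.43. The gene has a near-identical copy, and no explanation was tested. Rank correlations are little affected by a single such value.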
